# Comparative analysis of histone H3K4me3 modifications between blastocysts and somatic tissues in cattle

**DOI:** 10.1038/s41598-021-87683-0

**Published:** 2021-04-15

**Authors:** Mao Ishibashi, Shuntaro Ikeda, Naojiro Minami

**Keywords:** Epigenetic memory, Epigenomics

## Abstract

Epigenetic changes induced in the early developmental stages by the surrounding environment can have not only short-term but also long-term consequences throughout life. This concept constitutes the “Developmental Origins of Health and Disease” (DOHaD) hypothesis and encompasses the possibility of controlling livestock health and diseases by epigenetic regulation during early development. As a preliminary step for examining changes of epigenetic modifications in early embryos and their long-lasting effects in fully differentiated somatic tissues, we aimed to obtain high-throughput genome-wide histone H3 lysine 4 trimethylation (H3K4me3) profiles of bovine blastocysts and to compare these data with those from adult somatic tissues in order to extract common and typical features between these tissues in terms of H3K4me3 modifications. Bovine blastocysts were produced in vitro and subjected to chromatin immunoprecipitation-sequencing analysis of H3K4me3. Comparative analysis of the blastocyst-derived H3K4me3 profile with publicly available data from adult liver and muscle tissues revealed that the blastocyst profile could be used as a “sieve” to extract somatic tissue-specific modifications in genes closely related to tissue-specific functions. Furthermore, principal component analysis of the level of common modifications between blastocysts and somatic tissues in meat production-related and imprinted genes well characterized inter- and intra-tissue differences. The results of this study produced a referential genome-wide H3K4me3 profile of bovine blastocysts within the limits of their in vitro source and revealed its common and typical features in relation to the profiles of adult tissues.

## Introduction

The periconceptional period of mammalian embryonic development is a critical window during which diverse environmental factors surrounding the embryo have not only short-term consequences such as effects on immediate embryonic development, but also long-term consequences including lasting influences on metabolic, developmental, and etiologic processes throughout gestation and even during postnatal and adult life^1^. During preimplantation development, dynamic epigenetic rearrangements occur, including substantial changes in DNA methylation and histone modifications, which regulate specific and heritable patterns of gene expression^2–4^. As the epigenome is dynamically formed during the preimplantation period, environmental intervention-induced changes in epigenome formation during this period have been considered as one of the possible causes of the long-lasting influences induced by the periconceptional environment^1^. This concept constitutes the “Developmental Origins of Health and Disease” (DOHaD) hypothesis and encompasses the possibility of controlling health and diseases in later life by epigenetic regulation during early development.

Some phenotypic changes in the field of livestock production can be discussed in the context of DOHaD given that early life events during prenatal and early postnatal development often affect traits, including those of economic importance^5–7^. For example, in vitro handling of ruminant early embryos in assisted reproductive technology increases the risk of fetal overgrowth syndrome^8,9^, whereas maternal nutrition, stress, or illness during pregnancy can affect productive traits such as postnatal growth, milk yield, carcass composition, and fertility^5–7^.

Although the epigenetic modifications that occur during the early developmental period, which persist in differentiated tissues, are considered a major mechanism of DOHaD, there is few comparative studies of histone modifications between early embryos and fully differentiated somatic tissues^10,11^. As a preliminary step for examining the changes of epigenetic modifications in early embryos and their long-lasting effects in later life, the elucidation of the common and typical features of epigenetic modifications between these two developmental stages is worth studying. In particular, accumulating evidence suggests that histone modifications at developmentally important genes, compared with DNA methylation, are more susceptible to the surrounding environment during the preimplantation period^12,13^. In the present study, we aimed to obtain genome-wide profiles of histone H3 lysine 4 trimethylation (H3K4me3), a representative marker of active chromatin, in bovine blastocysts produced in vitro and to compare these profiles with those of adult liver and muscle tissues, which have been deposited in public databases. We examined whether we can extract the common and typical H3K4me3 features of early embryos and adult somatic tissues.

## Results

### H3K4me3 profile in bovine blastocysts

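Bovine blastocysts, the preimplantation embryos in which the inner cell mass and the trophectoderm have formed, were produced in vitro and collected 192 h after IVF as 3 groups of approximately 11 unsexed embryos each. In ChIP-seq, crosslinked chromatin is sheared and the fragments that carry a modification are pulled down with an antibody and sequenced, here with 3 µg of antibody against H3K4me3, a mark of active promoters. An aliquot of the same sheared chromatin was sequenced without pull-down as the input, so that each replicate had an H3K4me3 library and an input library. According to the paper's Table S1, 26023586 reads were mapped in H3K4me3 replicate 1, 13000552 in replicate 2 and 34344272 in replicate 3. By the same table, these were 51.8% of all reads in replicate 1, 19.5% in replicate 2 and 50.4% in replicate 3, and the reads of replicate 2 had a GC content of 31.9% against 44.2% and 45.2% in replicates 1 and 3. The paper lists 28629450, 26992465 and 46284467 mapped reads for the inputs of replicates 1, 2 and 3. The authors aligned the 51-base single-end reads to the bovine genome UMD 3.1.1 with Bowtie, removed mapping duplicates with Picard and called peaks with MACS in each H3K4me3 library against its own input, without pooling replicates. They deposited 1 peak list per replicate, with the position and the peak caller's score of each peak. These 3 lists were used as deposited, with no further filter in the main comparisons, and the input libraries entered only through the authors' peak calling. The lists hold no read counts, so the number of reads behind a single peak is unknown, and a weak region can be missing from a list because the library was shallow. Peaks were counted as overlapping when they shared at least 1 bp. Chromosome lengths of UMD 3.1.1 were not used here, and the end of the last peak on a chromosome in any replicate stood in for its length. Which replicates came from which IVF procedure is not named in the paper's text, so that differences between the procedures cannot be told apart from differences between replicates.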

We performed Chromatin Immunoprecipitation (ChIP)-seq analysis of H3K4me3 using three groups of bovine blastocysts (n =  ~ 11 per replicate) derived from two independent IVF procedures. Pairwise comparisons of the ChIP signals in the triplicates showed the high reproducibility of our method (Supplementary Fig. S1). 

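In the peak lists, 78.5% of the peaks of replicate 1 overlapped a peak of replicate 2 and 86.0% overlapped a peak of replicate 3. Of the peaks of replicate 2, 94.6% overlapped a peak of replicate 1 and 93.1% a peak of replicate 3, and of those of replicate 3, 91.0% overlapped a peak of replicate 1 and 81.3% a peak of replicate 2. The mean of these 6 shares was 87.4% ± 6.58 (SD over the 6 directed pairs of 3 replicates). When the peaks of one replicate were placed at random on their own chromosomes with their widths kept, the mean overlap lay between 3.50% and 4.43% for the 6 pairs, and the highest of the 1000 placements of any pair reached 4.88%. Each pair exceeded all of its random placements (one-sided permutation test, p = 0.001 and Benjamini-Hochberg adjusted p = 0.001 over the 6 pairs, the smallest that 1000 placements can give). Random placement ignores that peaks gather near genes, so it gives a low bar. Among the alternatives, the minimum overlap moved the mean share most, to 81.3% ± 5.65 when each peak had to cover at least 50% of the other. The overlap depended on the score of the peak. Among peaks with a score under 100, 15.7% of the 4097 in replicate 1, 62.9% of the 3630 in replicate 2 and 25.1% of the 4197 in replicate 3 were overlapped in both other replicates. Among those with a score from 500 to 1000, the share was 99.5% of 2380 peaks in replicate 1, 99.96% of 2680 in replicate 2 and 99.8% of 2423 in replicate 3. At peaks matched one to one, the order of the scores was also close between lists, with Spearman's rho of 0.950 between replicates 1 and 2 (16591 matched peaks), 0.962 between replicates 1 and 3 (17956) and 0.956 between replicates 2 and 3 (16399). These are correlations across peaks, which are not independent replicates, and no p-value is attached to them. From the pairwise comparisons of the ChIP signals, the paper concludes that the method was highly reproducible.

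**Figure D1:**
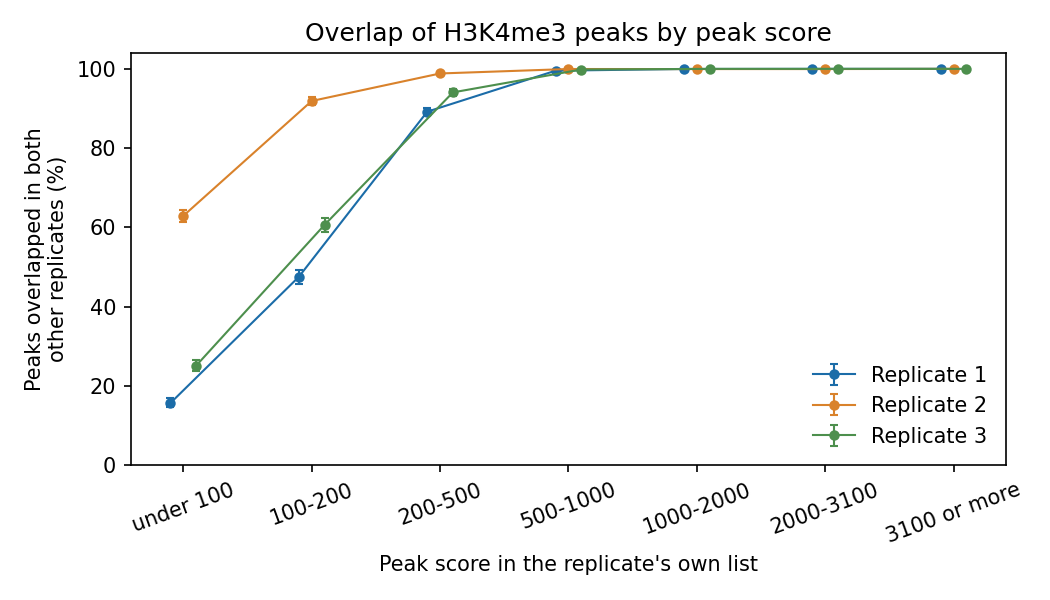
Percentage of the peaks of each replicate that overlapped a peak in both other replicates (y axis), by the score of the peak in its own list (x axis). Points are shares in each replicate and bars are 95% Wilson intervals, which cover counting error only; under a score of 100 the shares were 15.7%, 62.9% and 25.1% in replicates 1, 2 and 3.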

We detected about 20,000 significant peaks throughout the genome (Supplementary Table S1 and Fig. 1a). 

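The peak lists held 22404 peaks in replicate 1, 19076 in replicate 2 and 22060 in replicate 3, a mean of 21180 ± 1830 (SD, n = 3 replicates), and the paper's Table S1 gives the same 3 numbers. Keeping only the peaks at or above the median score of each list moved this mean most, to 10590 ± 915, as that filter is built to do, whereas merging peaks less than 1000 bp apart gave 19399 ± 1533. The median peak width was 2091 bp in replicate 1, 1933 bp in replicate 2 and 1780 bp in replicate 3, and the peaks covered 54.8, 41.7 and 45.9 Mb, respectively. This amounted to 1.79% ± 0.251 (SD, n = 3) of the summed length of the 30 chromosomes in the lists, the 29 autosomes and X. Peaks lay on each of these chromosomes, but their density differed 4.03-fold between the chromosomes with the highest and the lowest mean. Chromosome 18 carried 18.9 ± 1.82 and chromosome 19 carried 18.9 ± 1.69 peaks per Mb (SD, n = 3), and the order of the pair differed between replicates, with more on chromosome 18 in replicates 1 and 3 and more on chromosome 19 in replicate 2. Chromosomes 25 and 23 followed with 17.2 ± 1.37 and 13.7 ± 0.962 peaks per Mb. The lowest value of any replicate on these 4 chromosomes was 1.11 times the highest value of any replicate on the other chromosomes. Chromosome 20 had the lowest mean, 4.70 ± 0.343 peaks per Mb, followed by chromosome 1 with 4.77 ± 0.404, and chromosome 20 was the lower of the pair in each replicate. Chromosome X carried 5.17 ± 0.175 peaks per Mb, which is 0.640 ± 0.033 (SD, n = 3) times the median of the autosomes. Counted as covered bp per Mb in place of peaks, this ratio was 0.581 ± 0.032. Peaks in replicate 2 were fewer on each chromosome than in replicates 1 and 3, so that most of the spread in these densities came from the shallowest library.

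**Figure D2:**
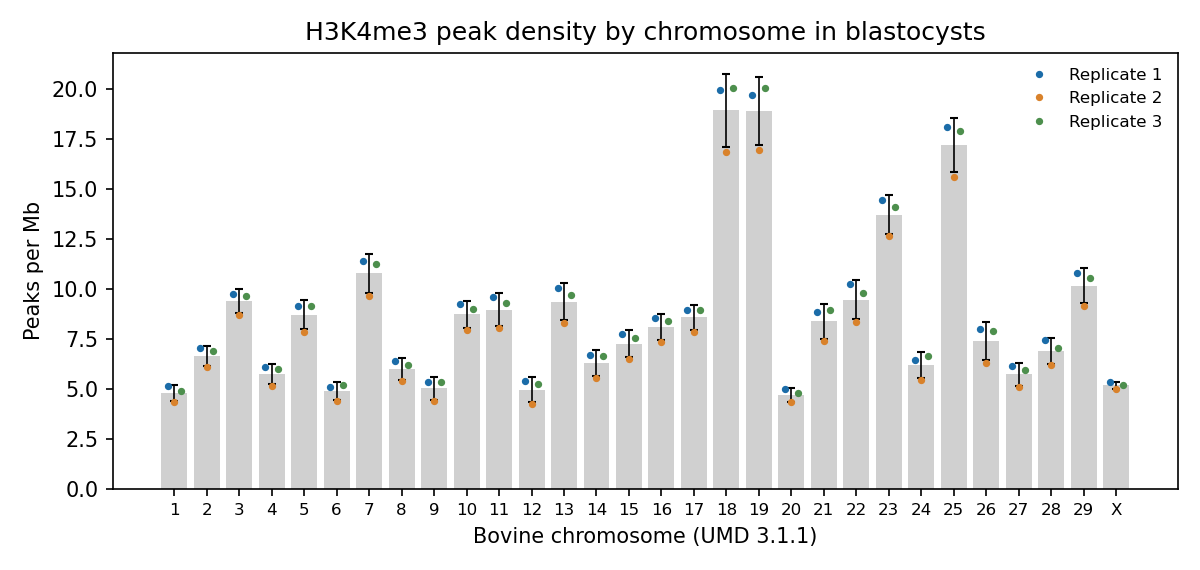
H3K4me3 peaks per Mb (y axis) on each bovine chromosome (x axis). Bars are means of the 3 replicates with the SD and points are the replicates; chromosomes 18 and 19 reach 18.9 peaks per Mb and chromosome X 5.17.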

Approximately 20% of the peaks were located on gene promotor regions (Fig. 1b). Figure 1c shows a snapshot of the H3K4me3 landscape in a 50-kb region (chromosome 5) that encompasses the transcription start site (TSS) of *GAPDH*, which is a representative positive region for H3K4me3 modifications^14^. 

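In the 50-kb region on chromosome 5 around the TSS of GAPDH, 3 peaks were called in each of the 3 replicates (coordinates on UMD 3.1.1). The peak over the first exon of GAPDH, as Fig. 1c draws the gene, spanned 104239129 to 104243380 in replicate 1, 104239679 to 104243418 in replicate 2 and 104239648 to 104243167 in replicate 3. Its width was 4252, 3740 and 3520 bp in replicates 1, 2 and 3, at percentiles 89.2, 89.4 and 87.5 of the widths in the respective lists. Its score was 3100 in replicates 1 and 3, where many peaks share that value, and 3045 in replicate 2. This put it at percentiles 90.4, 93.0 and 91.6 of the scores in the lists of replicates 1, 2 and 3. In these lists 259, 1337 and 238 peaks had a higher score, counts that leave out the peaks tied at 3100 in replicates 1 and 3. A second peak lay at 104213619 to 104216951 in replicate 1, with scores of 2997, 2218 and 3100 in replicates 1, 2 and 3. The peak between these lay at 104224012 to 104226870 in replicate 1 and had the lowest score of the region in each replicate, 1294, 480.0 and 1242, at percentiles 60.6, 48.2 and 61.5 of the respective lists. Together the peaks covered 10444, 8896 and 9092 bp of the region in replicates 1, 2 and 3. The scores come from the authors' peak caller and rank peaks within a list, not between lists. In RefSeq's annotation of a later bovine assembly (ARS-UCD2.0), NOP2 and IFFO1 precede GAPDH along the chromosome and NCAPD2 follows it, and no gene model of UMD 3.1.1 was used here to assign the other peaks to genes. The window around the first exon was read from the figure after the peaks of the region had been listed.

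**Figure D3:**
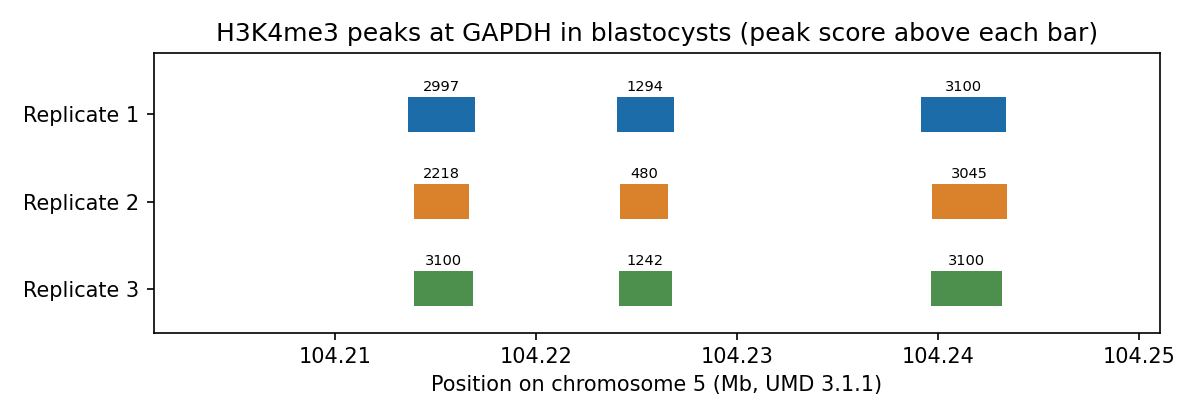
H3K4me3 peaks in the 50-kb region around GAPDH, with position on chromosome 5 in Mb on the x axis and a row for each replicate. Bars span the called peaks to scale with their scores above them, and the peak farthest to the right, with scores of 3100, 3045 and 3100, covers the first exon of GAPDH.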

Figure 1c demonstrates the clear enrichment of H3K4me3 at this region. Average profile plotting of the H3K4me3 signal around the genome-wide TSS regions showed similar profiles among the replicates and exhibited asymmetric bimodal peaks with a valley at TSSs that are considered to be nucleosome-free regions^15^ (Fig. 1d). As expected, average profile plotting around gene bodies categorized by gene groups with different expression levels revealed that highly expressed gene groups had more extensive H3K4me3 modifications (Fig. 1e).

**Figure 1:**
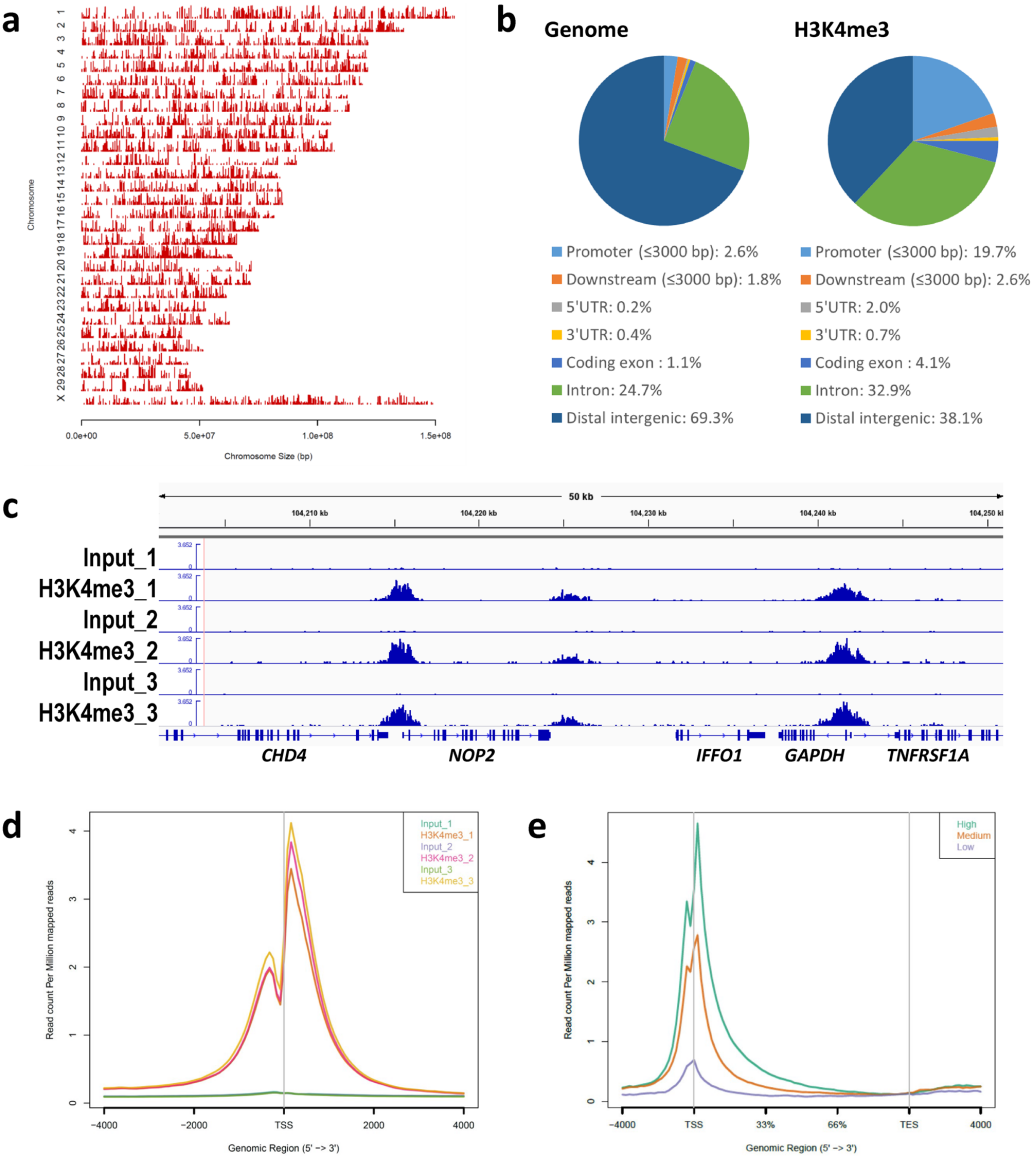
Overview of H3K4me3 ChIP-seq results in bovine blastocysts. (**a**, **b**) Distribution of H3K4me3 peaks in each chromosome (**a**) and in corresponding genic and intergenic regions (**b**). These figures were generated by the CEAS^35^ tool using the H3K4me3_1 (Blastocyst_1) sample. (**c**) Snapshot of the H3K4me3 landscape in a 50-kb region (chromosome 5) that encompasses the *GAPDH* TSS. The ChIP peaks in the triplicates were visualized using the Integrative Genomics Viewer^36^. (**d**) Average profile plot of the H3K4me3 signal around the genome-wide TSSs. The signals from the triplicates are shown. (**e**) Average profile plot around gene bodies categorized by gene groups with different expression levels based on GSE52415^37^. The H3K4me3_1 sample was used to generate the figure. The average profile plots were generated by ngs.plot^21^.

### Characterization of embryonic- and somatic tissue-specific H3K4me3 modifications

We explored the tissue-specific H3K4me3 modifications between preimplantation embryos and somatic tissues. First, 14,018 overlapping peaks identified from two liver ChIP datasets in a public database (bulls 4 and 5 in E-MTAB-2633^16^) were designated as the liver peaks. On the other hand, the 20,298 overlapping peaks identified from our ChIP data from blastocysts (blastocysts 1 and 3, which exhibited the two highest peak numbers) were designated as the blastocyst peaks. 

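Intersecting the peaks of blastocysts 1 and 3 with the default setting of bedtools gave 20298 intervals, each the stretch shared by a peak of one list and a peak of the other. These intervals had a median width of 1838 bp and covered 42.7 Mb, and 71 of them were shorter than 100 bp. Of the intervals, 17735 (87.4%) also overlapped a peak of replicate 2, which was not part of the set. Peaks left out of the set were mostly weak, with a median score of 72.6 in replicate 1 against 1051 for the peaks of that list inside the set, and 66.7 against 837 in replicate 3. Of the alternatives, restricting both lists to peaks at or above their median score moved the number most, to 10666. The intersection of replicates 1 and 2 held 18260 intervals and that of replicates 2 and 3 held 18365, while 18130 intervals were shared by all 3 replicates. When a pair of peaks had to cover at least 50% of each other, 18088 intervals remained. The liver peaks were not analysed here.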

Then, we merged these peak groups and extracted 1899 and 7901 liver- and blastocyst-specific peaks, respectively (Fig. 2a). From the genes that harbored these tissue-specific peaks within ± 3000 bp of the TSS, those with the top 100 peak occupancy rates were subjected to gene ontology (GO) analysis using the web-based DAVID tool^17,18^. As a result, the genes with liver-specific peaks enriched the GO terms closely related to liver function such as “organic acid metabolic processes”, whereas the genes with blastocyst-specific peaks significantly enriched embryonic development-related GO terms such as “embryo development” and “cell fate commitment” (Fig. 2b). Such tissue function-related GO enrichment was not obtained from the liver and blastocyst peaks, without subtraction of the common peaks; in other words, analysis using these peak-associated genes generated only common and broad GO terms (Table S2). Figure 2c shows the representative liver- and blastocyst-specific peaks around the TSSs of *ARG1* and *GATA2*, respectively.

**Figure 2:**
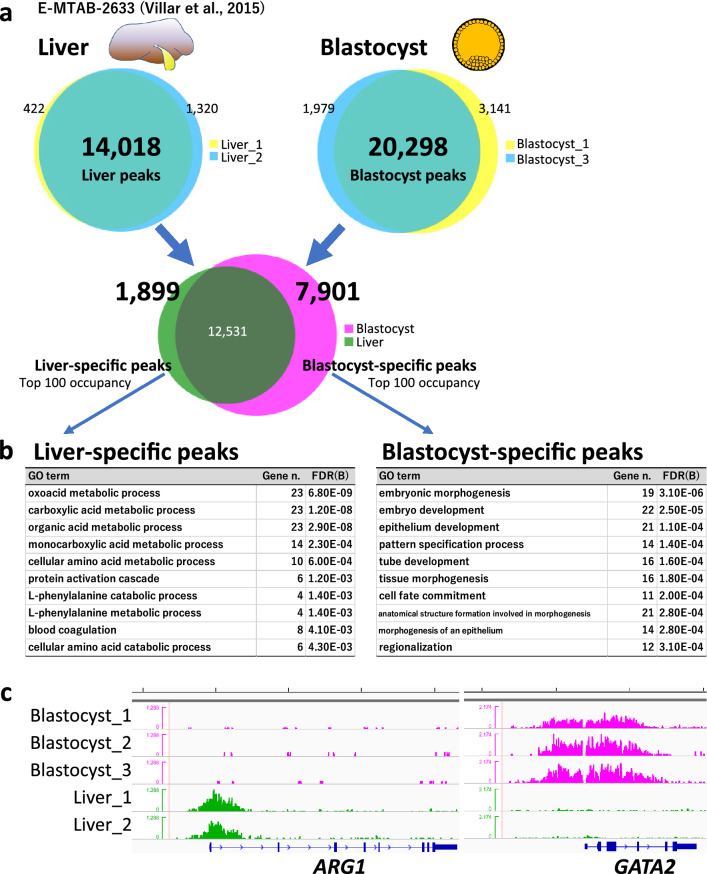
Characterization of blastocyst- and liver-specific H3K4me3 modifications. (**a**) Processing of ChIP-peaks in liver and blastocyst samples. The numbers show those of the peaks. The sum of common (intersect) and specific peak numbers is not equal to the original peak number in each sample because some peaks were separated into multiple peaks to represent intersects. (**b**) Top 10 significant GO terms for biological process enriched by the genes with the top 100 highest peak occupancy rates. Gene n. represents the numbers of related genes. FDR(B) indicates the Benjamin false discovery rate. (**c**) Examples of the H3K4me3 landscape of liver- (*ARG1*) and blastocyst-specific (*GATA2*) peaks around their TSSs. Five-kb graduations are shown in the top scale.

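For the blastocyst lists, the separation of peaks by the intersection can be counted. The intersection intervals came from 19263 peaks of replicate 1 and 20081 peaks of replicate 3, so they outnumbered these peaks by 1035 and 217, respectively. In replicate 1, 970 peaks covered more than 1 peak of replicate 3, up to 5 of them, whereas 216 peaks of replicate 3 covered more than 1 peak of replicate 1. A further 3141 peaks of replicate 1 had no overlap in replicate 3, and 1979 peaks of replicate 3 had none in replicate 1. The intersection intervals and the non-overlapping peaks therefore sum to 23439 for replicate 1 and 22277 for replicate 3, above the number of peaks called in each.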

We applied the same strategy to characterize muscle tissue in terms of the H3K4me3 profile. We used publicly available H3K4me3 data from the longissimus dorsi muscle of beef cattle^19^ and compared them with our blastocyst data. GO analysis using the muscle peaks generated broad terms again; however, the top ten significant GO terms generated by the muscle-specific peaks extracted by comparison with the blastocyst peaks all contained the word “muscle” (Fig. 3a,b). The genes participating in the enriched GO terms identified muscle function-related genes with H3K4me3 modifications (Fig. 3c). In addition, when blastocyst-specific peaks relative to liver (Fig. 2a) were further narrowed down by subtracting muscle peaks and subjected to the GO analysis, the result indicated more embryo development-oriented GO terms than the result using only liver peaks did (Table S3).

**Figure 3:**
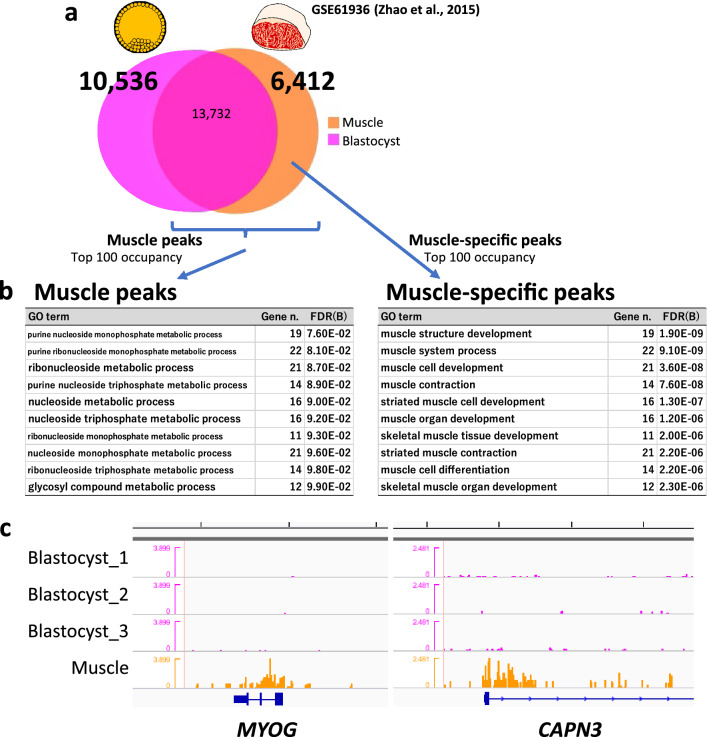
Characterization of blastocyst- and muscle-specific H3K4me3 modifications. (**a**) Processing of ChIP-peaks in muscle and blastocyst samples. The numbers show those of the peaks. The sum of common (intersect) and specific peak numbers is not identical to the original peak number in each sample because some peaks were separated into multiple peaks to represent intersects. (**b**) Top 10 significant GO terms for biological process enriched by the genes with the top 100 highest peak occupancy rates. Gene n. represents the numbers of related genes. FDR(B) indicates the Benjamin false discovery rate. (**c**) Examples of the H3K4me3 landscape for muscle-specific peaks (*MYOG* and *CAPN3*) around their TSSs. Five-kb graduations are shown in the top scale.

### Characterization of common H3K4me3 modifications in blastocysts and liver

We next characterized the genes that harbored common H3K4me3 modifications in blastocyst and liver. Among the publicly available bovine H3K4me3 data from somatic tissues (liver and muscle), the liver data were relatively comparable with our blastocyst data in terms of available read numbers, average profiles of the gene groups of interest (Figs. 4a and 5a), and the enrichment profiles of representative positive regions (Fig. S2a). However, the muscle data did not meet these criteria (Fig. S2a,b) and we did not analyze these data further. At first, we focused on meat production-related genes given that meat production is one of the most important economic traits in beef cattle. We used the list of meat production-related genes produced by Williams et al. on the basis of biological roles, which might influence muscle development, structure, metabolism, or meat maturation^20^. The 504 listed genes were curated with RefSeq mRNA accession numbers and official gene symbols, which narrowed down the gene number to 438. Of these, 216 harbored H3K4me3 peaks within ± 3000 bp of TSSs both in blastocysts and liver, and 203 genes were recognized by the ngsplot program^21^ to calculate peak area around the TSSs. The processed gene list is shown in Table S4. Figure 4a shows the average profile plot of the 203 genes in the samples (three blastocyst and two liver samples). Given that the overall profiles were similar, we considered that the study-dependent bias in the peak area was negligible and the peak area could be compared among the samples. Therefore, the peak areas at these genes were subjected to Principal component analysis (PCA). As a result, PC1 well characterized the inter-tissue differences of H3K4me3 modifications, the levels of which are largely different between blastocysts and liver, even though they are common modifications (Fig. 4b,c). For example, *CROT* had lower H3K4me3 levels in blastocysts (autoscaled area [mean ± standard deviation], − 0.68 ± 0.26) compared with liver (1.02 ± 0.62), whereas *ALDH5A1* exhibited the opposite pattern (0.71 ± 0.23 for blastocysts and − 1.07 ± 0.14 for liver). The genes largely contributing to PC2 exhibited relatively large intra-tissue deviations; for example, *PPP3CA* exhibited − 0.21 ± 1.01 in blastocysts and 0.32 ± 1.25 in liver (Fig. 4c).

**Figure 4:**
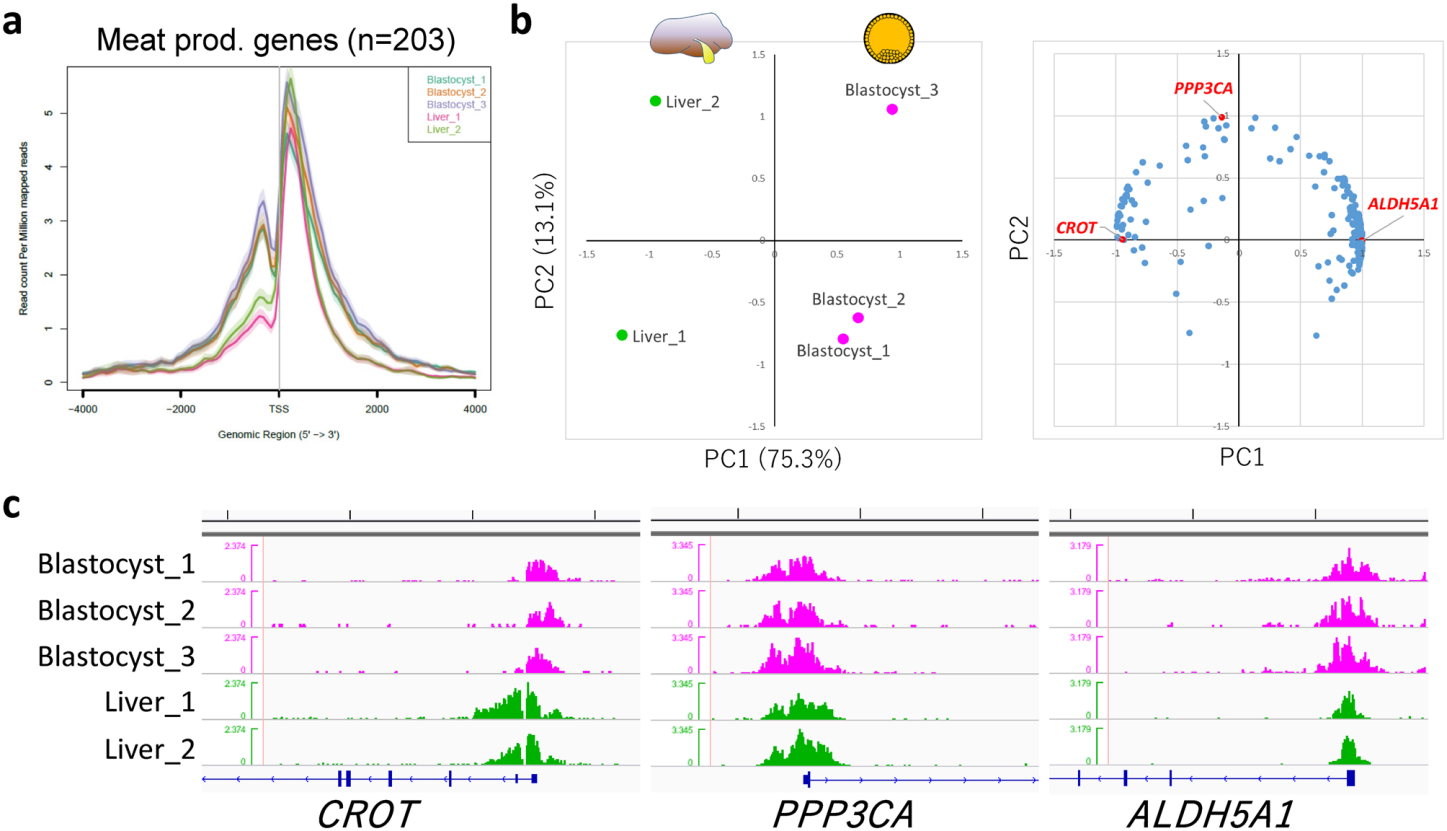
Characterization of H3K4me3 modifications common in blastocysts and liver in terms of meat production-related genes. (**a**) Average profile plot of the H3K4me3 signal around the TSSs of 203 meat production-related genes. (**b**) PCA of liver and blastocyst samples considering the peak areas around the TSSs of 203 meat production-related genes. Left and right panels show the principal component plot of all samples and loading plot of the 203 genes, respectively. The genes whose H3K4me3 landscapes are shown in (**c**) are highlighted in red. (**c**) H3K4me3 landscapes of *CROT*, *PPP3CA*, and *ALDH5A1* around their TSSs. Five-kb graduations are shown in the top scale.

**Figure 5:**
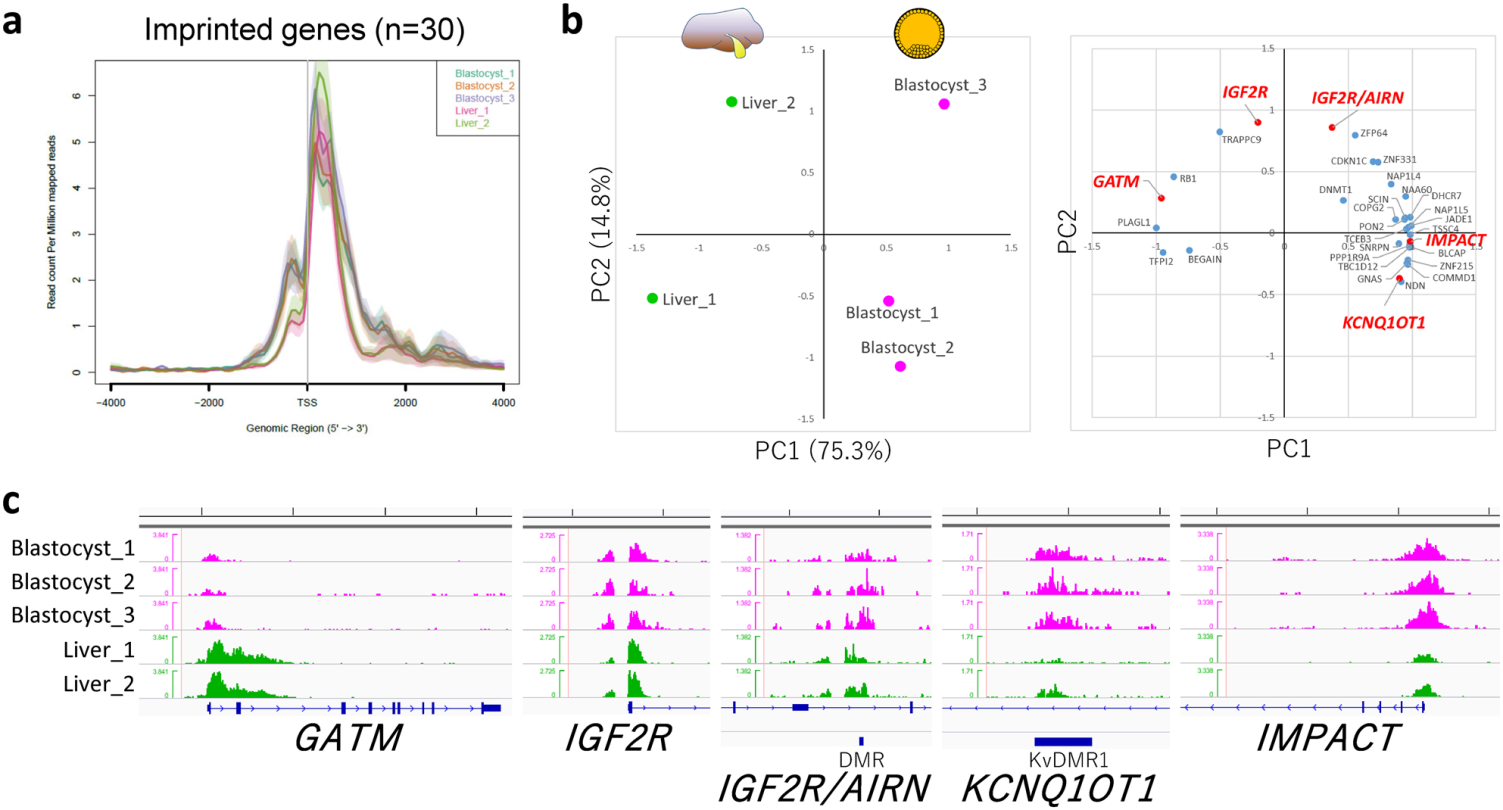
Characterization of H3K4me3 modifications common in blastocysts and liver in terms of imprinted genes. (**a**) Average profile plot of the H3K4me3 signal around the TSSs of 30 imprinted genes. (**b**) PCA of liver and blastocyst samples considering the peak areas around the 30 TSSs of the imprinted genes and two additional DMRs. Left and right panels show the principal component plot of all samples and loading plot of the loci examined, respectively. The genes whose H3K4me3 landscapes are shown in (**c**) are highlighted in red. (**c**) H3K4me3 landscapes of *GATM*, *IGF2R*, *IGF2R/AIRN* (DMR), *KCNQ1OT1* (DMR), and *IMPACT*. Five-kb graduations are shown in the top scale.

We then investigated H3K4me3 peaks that are common in blastocysts and liver in terms of imprinted genes given that these genes are profoundly involved in the etiology of fetal developmental disorders^8^ and genomic imprinting is also closely associated with the meat production traits of livestock^22,23^. The TSSs of 105 known imprinted genes listed in a previous bovine study^8^ and two differentially methylated regions (DMRs) related to bovine fetal overgrowth (KvDMR1 of *KCNQ1OT1* and *IGF2R/AIRN* DMR) were selected for investigation, and we found that 30 TSSs and the two DMRs had H3K4me3 peaks both in blastocysts and liver. The average profile plot of the 30 TSSs again exhibited overall similar profiles between the two different tissues (Fig. 5a). Meanwhile, we could also extract tissue-specific H3K4me3 modifications, as shown in Fig. S3. PCA of the common peaks in the two tissues extracted the inter- (PC1) and intra-tissue (PC2) differences represented by differential patterns of H3K4me3 modifications among the tissues and samples (Fig. 5b,c). The imprinted genes *IGF2R* (with *IGF2R/AIRN* DMR) and *KCNQ1OT1* (with KvDMR1), both of which are implicated in fetal overgrowth syndrome^8^, exhibited a relatively high contribution to intra-tissue differences (PC2). In addition, we further investigated the correlation between the levels of H3K4me3 around TSSs and the expression levels of these imprinted genes calculated from publicly available RNA-seq data. Despite the independent experiments, the levels of H3K4me3 in both tissues exhibited significant correlations with the gene expression levels (Fig. 6a). Furthermore, the relative difference between blastocyst and liver in terms of H3K4me3 modifications around the TSSs of the imprinted genes well reflected the relative difference in gene expression levels between the two tissues (Fig. 6b).

**Figure 6:**
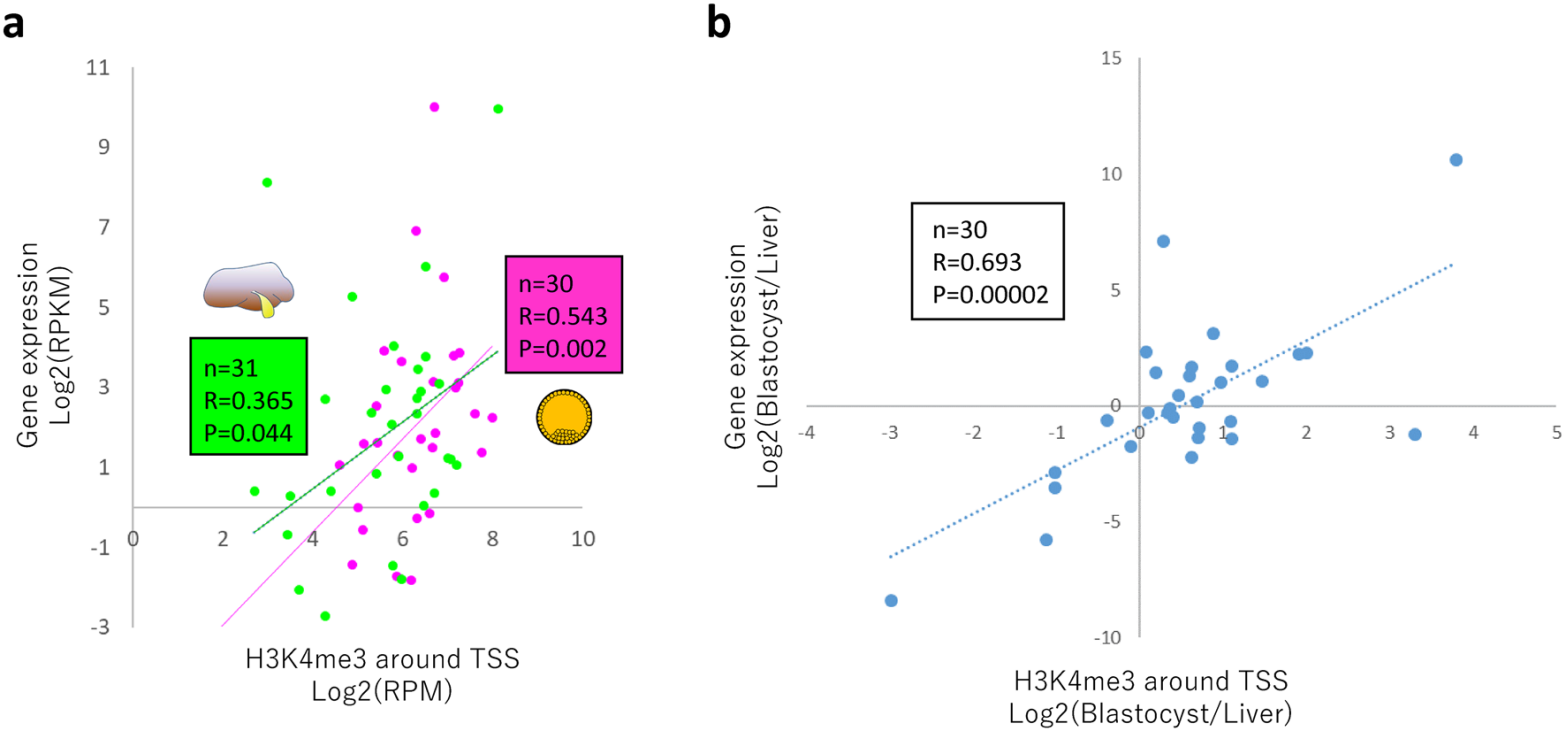
Pearson correlation values between the H3K4me3 signal around the TSSs of imprinted genes and their expression levels. (**a**) Scatter plots of the values for 31 (liver, green) and 30 (blastocyst, magenta) imprinted genes with the linear regression lines are shown. (**b**) Scatter plots of the values for 30 imprinted genes comparing the relative levels between blastocyst and liver. The gene expression levels in liver and blastocyst are based on GSE158430 and GSE52415^37^, respectively. *BEGAIN* that showed RPKM = 0 for the expression was omitted from 31 blastocyst data due to the impossibility of log transformation.

## Discussion

To our knowledge, only one study has assessed genome-wide histone modifications of bovine early embryos^24^. That report was a pioneering study of the issue; however, due to its emphasis on an unconventional ChIP methodology to reduce sample cell numbers, H3K4me3 landscape that was produced was compromised by a lack of valley-like patterns around TSSs that correspond to nucleosome-free regions (Fig. S4)^15^. The present ChIP-seq analysis of H3K4me3 successfully generated the typical landscape of epigenetic modifications around TSSs (Fig. 1d and Fig. S4). In addition, the clear enrichment of H3K4me3 modifications at TSSs and their correlation with the expression levels of the corresponding genes (Fig. 1) support the accuracy of our results. Therefore, the H3K4me3 profile produced in this study might be useful as a new reference for bovine blastocysts.

We compared this high-resolution H3K4me3 profile of bovine blastocysts with those of somatic tissues (liver and muscle) to elucidate common and typical epigenetic modifications between early embryos and differentiated somatic tissues. Interestingly, the H3K4me3 peaks of blastocysts could be used like a “sieve” to extract somatic tissue-specific peaks in genes closely related to tissue-specific functions. Although the genes with the top 100 highest peak occupancy rates in blastocysts, liver, and muscle did not represent the specific functions of each tissue, their counterparts after subtracting genes with common peaks (i.e., “sieving”) clearly did (Figs. 2b and 3b and Table S2). These results suggest that high-throughput histone methylome data from early embryos are useful for sieving the methylome of other somatic tissues to characterize them in terms of the tissue-specific modifications that are related to their functions. In other words, the major peaks in a given tissue (not tissue-specific and redundant with other tissues in many cases) are supposed to be related to general biological functions e.g., housekeeping functions, and hence, these peaks are not likely to represent the tissue-specificity. In addition, as a note, one of the limitations of the present comparative analysis is that all three ChIP-seq experiments (our present and two published studies) used different antibodies for detecting H3K4me3. Further analyses with using identical antibody condition may enhance the accuracy of the inter-experiment comparisons.

The common epigenetic modifications between early embryos and somatic tissues are important from the viewpoint of DOHaD, because they represent candidate modifications responsible for the epigenetic persistence-derived long-term consequences of early life conditions. In this study, the common peaks between blastocysts and liver were investigated with a focus on meat production-related genes. PCA of peak areas at TSSs well characterized inter-tissue differences (Fig. 4b,c); in other words, the genes highly contributing to PC1 represented H3K4me3 modifications that are largely different between blastocysts and liver, even though they are “common” modifications (e.g., *ALDH5A1* and *CROT*). On the other hand, PC2 might mirror intra-tissue differences rather than inter-tissue ones, for example, such as *PPP3CA* (Fig. 4c).

In addition to meat production-related genes, we also focused on imprinted genes. Genomic imprinting is an epigenetic phenomenon that compels a subset of genes to be monoallelically expressed in a parent-of-origin-dependent manner in mammals^25^. Appropriate monoallelic expression of imprinted genes is crucial for normal fetal growth, and environmental perturbation during early embryonic development, including the use of assisted reproductive technology, can induce a loss of imprinting of these genes, leading to abnormal fetal overgrowth syndrome^8^. Furthermore, genomic imprinting effects have been widely documented in the economic traits of livestock animals. For example, in beef cattle, several reports have described large relative imprinting variance (i.e., the proportion of total genetic variance attributable to imprinted genes) such as for fat score (24.8% for German Simmental bulls^23^) and beef marbling score (35.2% for Japanese Black bulls^22^). Although DNA methylation has been characterized as a major code of genomic imprinting, recent studies reported DNA methylation-independent imprinting that is controlled by histone methylation^26^. In addition, the global dysregulation of imprinted genes in assisted reproductive technology-induced fetal overgrowth is often independent of DNA methylome epimutations^8,27^. These findings suggest the importance of histone methylation in the expression of imprinted genes. In the present study, we categorized H3K4me3 modifications on imprinted genes into tissue-specific (Fig. S3), common but relatively tissue-dependent (Fig. 5b, PC1 contributions), and common (Fig. 5b, PC2 contributions) modifications. Interestingly, the imprinted genes *IGF2R* and *KCNQ1OT1*, which are well documented in fetal overgrowth syndrome^8^, exhibited a relatively high contribution to intra-tissue differences (PC2), suggesting that these H3K4me3 modifications are common in early embryos and hepatic tissues and diverse among individuals and/or given conditions. Interestingly, within the limits of comparing among independent (unrelated) experiments, we could observe the significant correlations between the H3K4me3 levels of these imprinted genes and their expression levels in both blastocysts and liver (Fig. 6). Therefore, the H3K4me3 modifications might be involved in the regulation of these genes alongside the regulation by canonical DNA methylation-dependent imprinting. The appropriate controlling of these histone modifications in developmentally, and hence, economically important genes in the early life period might result in phenotypic changes to improve the welfare and production traits of farm animals. One of the limitations of the present study is comparing unsexed cohort early embryos with adult tissues only from one sex (male) owing to unavailability of public female bovine data. For example, in relation to genomic imprinting, we could clearly recognize the difference in H3K4me3 signals on *XIST* TSS region on chromosome X between male somatic tissues and unsexed blastocysts (Fig. S5a). These differences may be due to the sex difference not due to the tissue specificity because the same differences can be observed between male and female human somatic tissues (Fig. S5b). 

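In the blastocyst lists, each of the 3 replicates had a peak at the XIST TSS as drawn in Fig. S5a (chromosome X, coordinates on UMD 3.1.1), and the remainder of the 50-kb region held no other peak. XIST encodes a long noncoding RNA that is transcribed from the inactive X chromosome of female cells. Replicate 1 had a single peak from 82260466 to 82265496 with a score of 1590, at percentile 64.7 of its list. Replicate 2 had 3 peaks across the same stretch, from 82260526 to 82262788 with a score of 1186 (percentile 67.4), from 82262867 to 82263654 with a score of 154 and from 82263756 to 82265270 with a score of 157. In replicate 3, a peak from 82260925 to 82262433 had a score of 506 (percentile 46.6) and a peak from 82262983 to 82264068 a score of 130. The peaks covered 5031 bp in replicate 1, 4566 bp in replicate 2 and 2595 bp in replicate 3. When only peaks at or above the median score of each list were kept, a peak remained at the TSS in 2 of the 3 replicates and was lost in replicate 3, a filter that was chosen after the peaks had been seen. The TSS window was likewise read from the figure after the peaks there had been listed. The tissues of male animals in Fig. S5a were not analysed here. The paper proposes that the difference between blastocysts and male tissues in this region may come from sex.

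**Figure D4:**
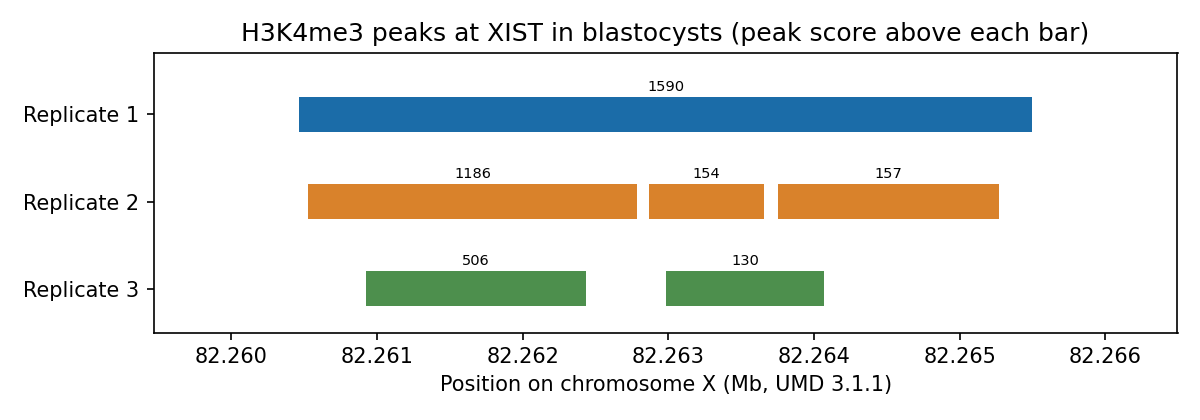
H3K4me3 peaks at the XIST TSS, with position on chromosome X in Mb on the x axis and a row for each blastocyst replicate. Bars span the called peaks to scale with their scores above them; the stretch is a single peak in replicate 1 and is divided into 3 peaks in replicate 2 and 2 peaks in replicate 3.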

The differential histone modifications between male and female embryos and bovine somatic tissues are left for future research.

As is the case of imprinted genes, in vitro manipulation of early embryos can cause epigenetic anomalies^13,28^. The embryos used in the present study were in vitro produced and it is unknown which reproductive method was used to obtain the somatic tissues studied here. It is worth investigating the alterations in histone modifications caused by the conditions in which embryos are produced and tracking their persistency or alterations in adult somatic tissues of the same origin. Notably, preimplantation development harbors dynamic epigenetic reprogramming including histone methylations^3,11,29^. Although it is elusive which histone alteration under the establishment of embryonic epigenome can be persistent and affect phenotypes in later life, many reports have addressed the environment-induced histone modifications and their possible long term effects^13,30,31^. Collectively, the effects of environmental conditions and the development-dependent changes on epigenetic modifications and the feasibility of controlling them remain targets for future research.

In conclusion, the present study produced a referential H3K4me3 landscape of bovine blastocysts and revealed its common and typical features compared with adult tissues.

## Methods

### In vitro production of bovine embryos

This study was approved by the Animal Research Committee of Kyoto University (Permit Number 31-10) and was carried out in accordance with the Regulation on Animal Experimentation at Kyoto University. The bovine ovaries used in the study were purchased from a commercial abattoir as by-products of meat processing, and the frozen bull semen used for in vitro fertilization (IVF) was also commercially available. In vitro production of bovine embryos by IVF was performed as previously described^32^ except for that 50-µL drops of culture medium were used in in vitro culture after IVF. Blastocyst-stage embryos at 192 h post IVF were collected as approximately 11 embryos per replicate for ChIP. The blastocyst samples consisted of the mixture of early, expanded, hatching, and hatched blastocysts.

### ChIP

ChIP for small cell numbers was performed with a Low Cell ChIP-Seq Kit (Active Motif) according to the manufacturer’s manual (version A3) with some modifications. The blastocysts were freed from the zona pellucida by using pronase before crosslinking with formaldehyde. After crosslink-quenching, the sample was sonicated to shear chromatin using a Bioruptor UCD-250 (Cosmo Bio) for 30 × 30 s with 30-s pauses in ice-water. The sample was centrifuged for 2 min at 18,000 × *g* and the supernatant (200 μL) was transferred to a new tube. The 200-µL sample of sheared chromatin was divided into a 10-µL aliquot as “input” and the rest (190 µL). The latter aliquot was processed for ChIP using 3 µg anti-H3K4me3 antibody (pAb-003-050, Diagenode) as indicated in the user manual. The input and ChIPed DNA was decrosslinked, purified, and resuspended in 40-µL low-EDTA TE buffer. The DNA samples were processed for library preparation for next-generation sequencing by using a Next Gen DNA Library Kit (Active Motif) following the manufacturer’s manual. The specific enrichment of H3K4me3 in the ChIP-seq libraries was validated by quantitative PCR for positive (1st exon–intron boundary of *GAPDH*) and negative (2nd exon of *MB*) regions.

### Sequencing and data processing

Sequencing was performed on a HiSeq2500 (Illumina) as sigle-end 51-base reads. The sequencing reads were quality checked and aligned to the bovine genome (Bos_taurus_UMD_3.1.1/bosTau8, June 2014) except for scaffolds using Bowtie^33^. The mapping duplicates were removed by Picard (http://broadinstitute.github.io/picard/). The peaks were called in the ChIP samples relative to the respective input samples using MACS^34^. 

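The score that the authors' peak lists give for each peak has no unit stated in the paper's text, and its values look like a multiple of the −log10 of a p-value, which MACS reports for a ChIP library against its input. Such a score grows with the depth of both libraries, so it was used here only to rank, describe or filter peaks within a list. The lowest score was 50.01 in replicates 1 and 2 and 50 in replicate 3. The median was 682 in replicate 1, 533 in replicate 2 and 631 in replicate 3, lowest in the library with the fewest mapped reads. Many of the strongest peaks shared a score of exactly 3100, which were 3795 peaks in replicate 1, 1132 in replicate 2 and 3233 in replicate 3. Peaks at or above that value made up 18.1%, 6.70% and 15.7% of the lists of replicates 1, 2 and 3. The score gives no order among the peaks at exactly 3100. The few above it reach up to 3233, which is the highest score in each of the 3 lists. A value shared by so many peaks may be set by the peak caller. Whether the peaks above 3100 are stronger than those at 3100 is therefore not known, and percentiles take the scores as given. At the other end, 18.8% ± 0.427 (SD, n = 3) of the peaks had a score under 100.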

The annotation of called peaks to genomic regions was generated using CEAS^35^ and the peak occupancy rates were in its output. Average H3K4me3 enrichment profiles and heat maps were generated by ngs.plot^21^, and peak areas were calculated from its output. Gene ontology analysis was performed using the DAVID tool^17,18^. ChIP-peaks were visualized using the Integrative Genomics Viewer (IGV)^36^. The publicly available raw data for bovine liver and muscle were processed as described above except for the lack of input sample in the muscle sample. The common and specific peaks between samples were identified using bedtools (https://bedtools.readthedocs.io/en/latest/) with the default and − v option, respectively. PCA with autoscaling of H3K4me3 peak areas and Pearson correlation analysis with average H3K4me3 peak areas and merged RNA-seq data were performed using SPSS (SPSS Inc.).

### Publicly available data

The following raw data from publicly available databases were used: ChIP-seq of bovine liver, Bull4 and Bull5 of E-MTAB-2633^16^; ChIP-seq of bovine muscle (longissimus dorsi), GSM1517452 of GSE61936^19^; RNA-seq of bovine blastocysts, GSM1265773, GSM1265774, and GSM1265775 of GSE52415^37^; and RNA-seq of bovine liver, GSM4799566 and GSM4799567 of GSE158430 (one of the split files of pair-end reads were used). For RNA-seq data, the three (blastocyst) and two (liver) datasets were merged and expression levels in RPKM values were calculated as previously described^38^. The genes were evenly divided into three categories as high, medium, and low expression levels according to the calculated RPKM values.

## Supplementary Information

Supplementary Information 1.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

## Data Availability

The ChIP-seq datasets for bovine blastocysts have been deposited in the Gene Expression Omnibus of NCBI with accession number GSE161221.

# Supplementary material for: Comparative analysis of histone H3K4me3 modifications between blastocysts and somatic tissues in cattle
**Source:** Sci Rep. 2021 Apr 15;11:8253. doi: 10.1038/s41598-021-87683-0
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Information for**

**Comparative analysis of histone H3K4me3 modifications between blastocysts and somatic tissues in cattle**

Mao Ishibashi, Shuntaro Ikeda\*, Naojiro Minami

## Supplementary figure legends and table titles

Figure S1. Correlation analysis of triplicates of ChIP-seq for H3K4me3 in bovine blastocysts. Scatterplots of three pairwise comparisons are shown with Pearson correlation coefficients. Ten kb bin size was used for drawing using deepTools (<https://deeptools.readthedocs.io/en/develop/>).

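Supplementary Fig. S1 compares the ChIP signal of the replicates in bins along the genome. The peak lists hold no signal, so the bp covered by peaks was computed in the same 10-kb bins as a measure of its own, which is not on the scale of the figure. Of 265883 bins, 9.0% held part of a peak in replicate 1, 7.6% in replicate 2 and 8.4% in replicate 3. Across all bins, Pearson's r of the covered bp was 0.950 between replicates 1 and 2, 0.962 between replicates 1 and 3 and 0.965 between replicates 2 and 3, and Spearman's rho was 0.882, 0.901 and 0.896, respectively. Most bins were empty in both replicates, which raises such a coefficient. Over the bins with a peak in either replicate, Pearson's r was 0.886 (24771 bins), 0.909 (25386 bins) and 0.915 (23530 bins) for the same pairs. These are correlations across bins, which are not independent replicates, and no p-value is given. The measure and its alternatives were chosen after the files had been seen.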

Figure S2. (a) H3K4me3 landscapes of the housekeeping genes *GAPDH* and *SDHA* derived from blastocyst, liver, and muscle ChIP-seq data. (b) Average profile plot of H3K4me3 signals around the TSSs of 165 meat production-related genes (left) and 20 imprinted genes (right), that harbor the modifications within  $\pm 3,000$  bp of the TSSs both in blastocysts and muscle.

Figure S3. (a) Blastocyst- and (b) liver-specific H3K4me3 peaks around the TSSs of imprinted genes.

Figure S4. Comparison of the average profile plots of H3K4me3 signals around the genome-wide TSSs between the present and previous studies (1). \*Replicate 1 of the published data was used for plotting.

Figure S5. H3K4me3 signals at *XIST* on chromosome X. (a) H3K4me3 signals in bovine unsexed cohort blastocysts (replicate 1 of the present study) and male somatic tissues. H3K4me3 peak was observed at the TSS region of *XIST* only in blastocysts. Liver, muscle, and brain (cerebral cortex) peaks were calculated from E-MTAB-2633 (bull4), GSM4800136, and GSM4800112, respectively. (b) H3K4me3 signals in human somatic tissues. Distinctive H3K4me3 peaks were observed at the TSS region of *XIST* only in female tissues. The human data were obtained from GSM537697 (female liver), GSM537709 (male liver), GSM621685 (female muscle), GSM621694 (male muscle), GSM806935 (female fetal brain), and GSM621457 (male fetal brain).

Table S1. Data generated by ChIP-seq analysis of bovine blastocysts using an anti-H3K4me3 antibody. (provided as .xlsx file)

Table S2. Top 10 significantly enriched GO terms derived from liver- and blastocyst-peaks, respectively, without sieving. (provided as .xlsx file)

Table S3. Top 10 significantly enriched GO terms derived from blastocyst-specific peaks relative to liver and muscle. (provided as .xlsx file)

Table S4. Meat production-related genes analyzed in this study. (provided as .xlsx file)

1. T. Org *et al.*, Genome-wide histone modification profiling of inner cell mass and trophectoderm of bovine blastocysts by RAT-ChIP. *PLoS One* **14**, e0225801 (2019).

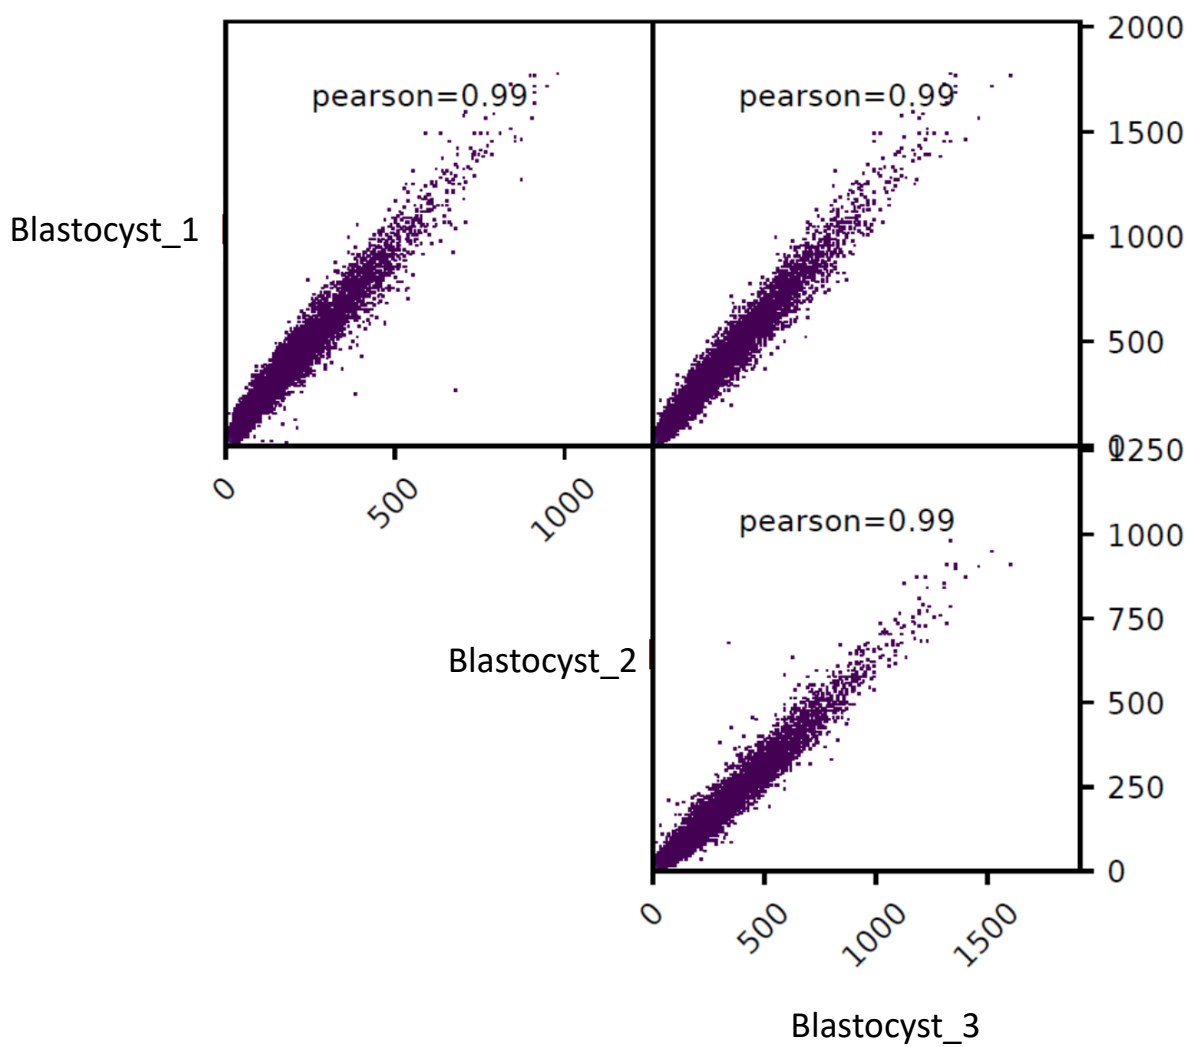

Fig. S1

**a**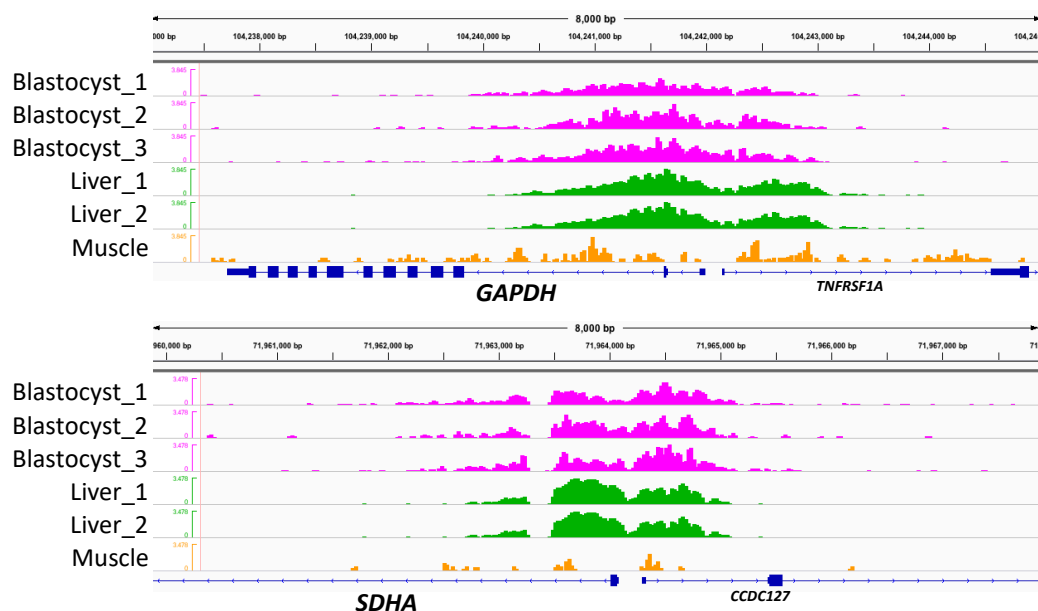**b**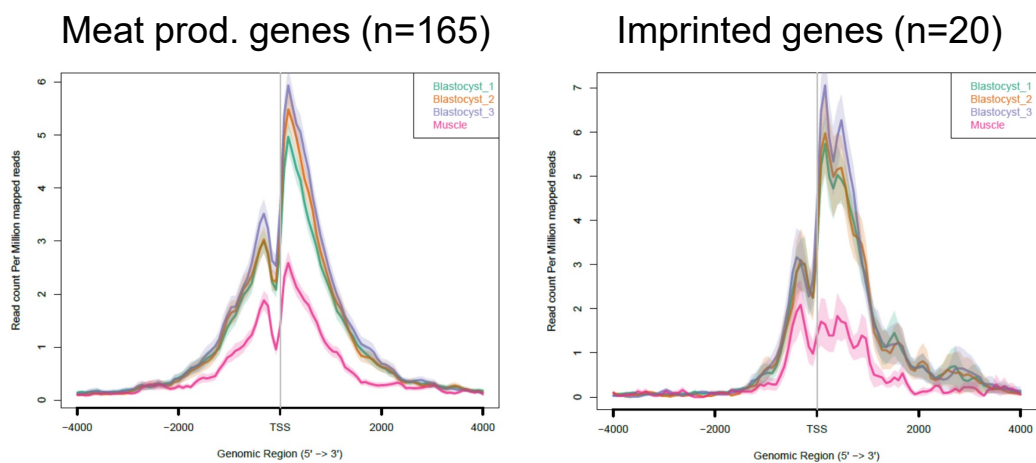

**Fig. S2**

## a Blastocyst-specific

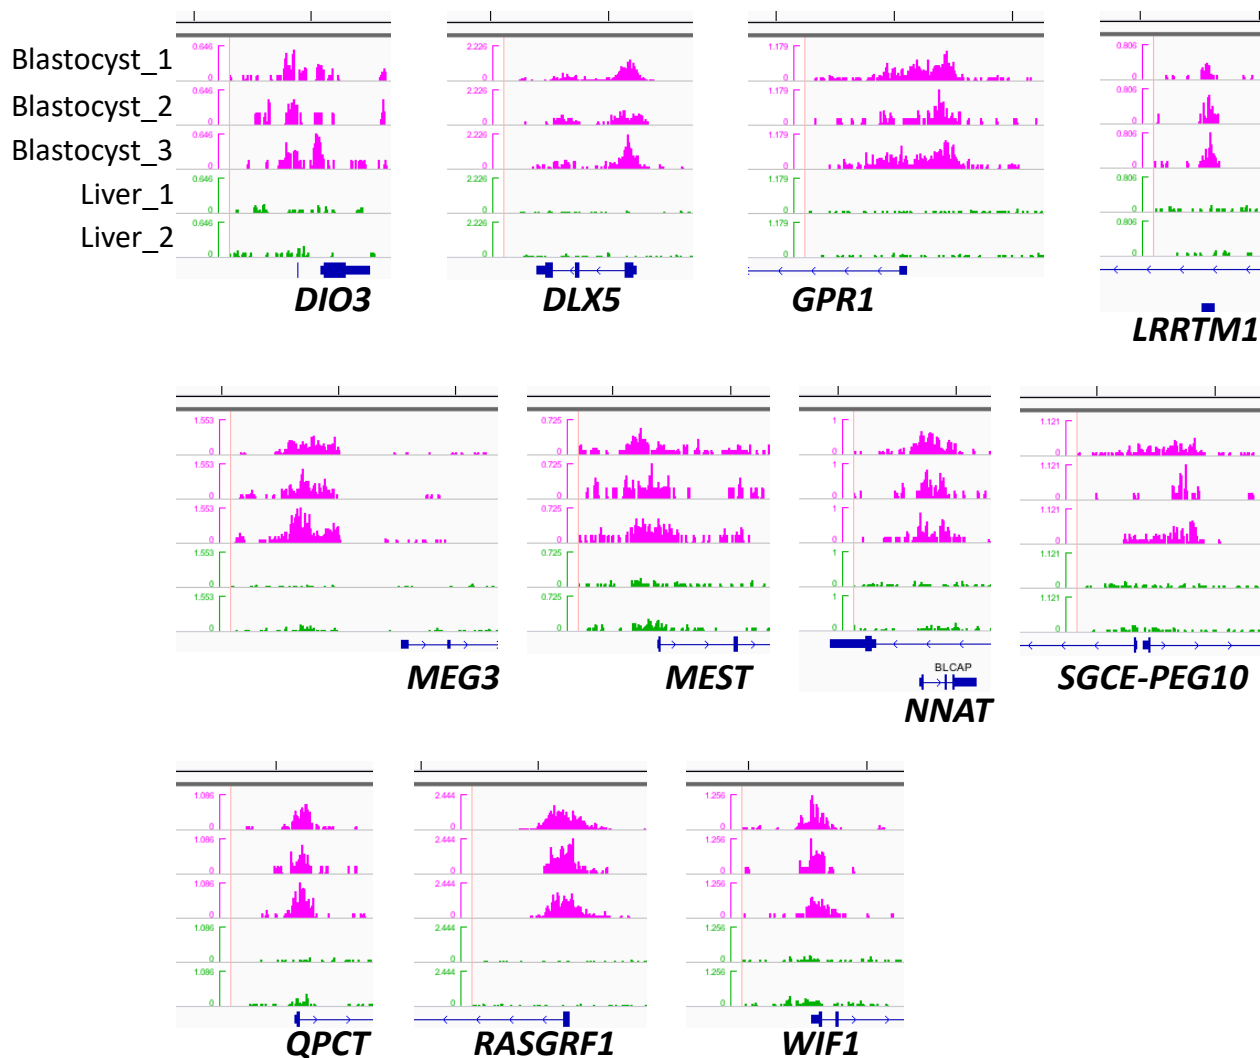

## b Liver-specific

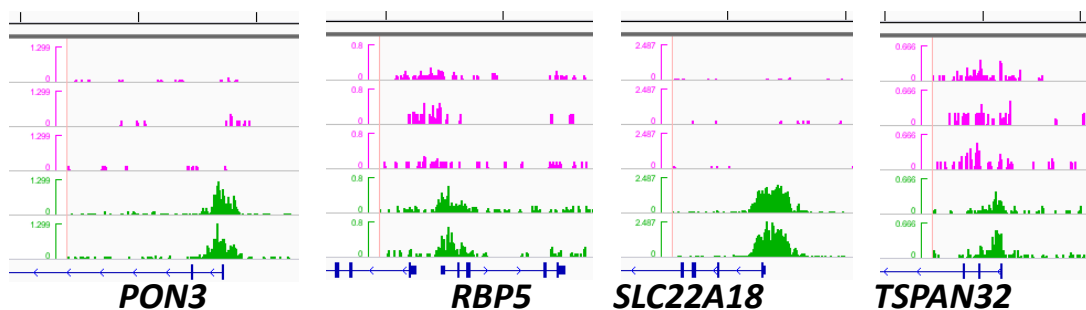

Fig. S3

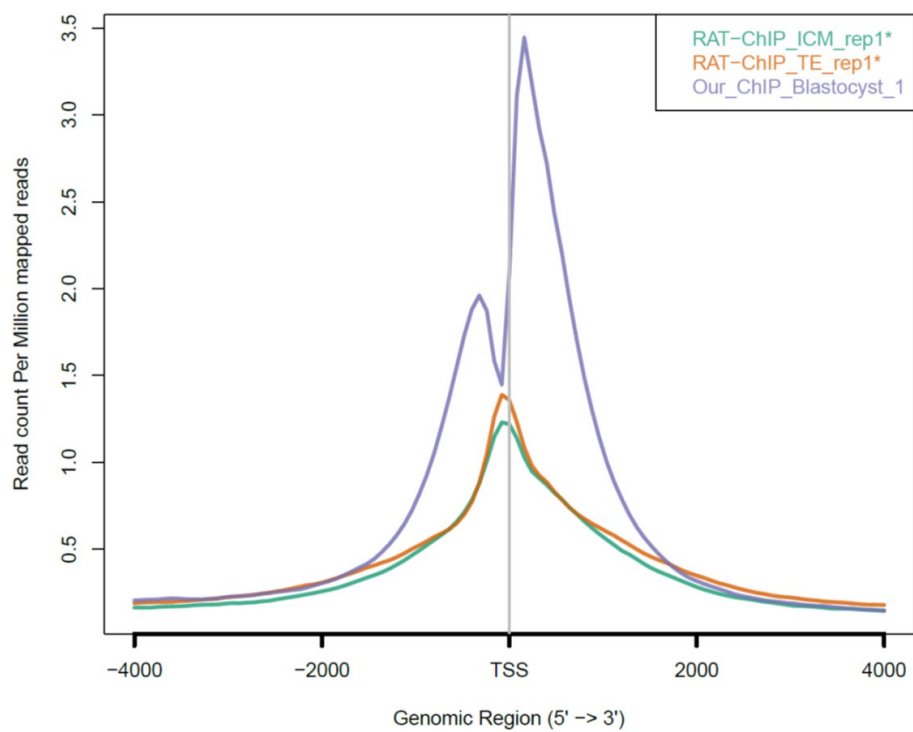

Fig. S4

**a**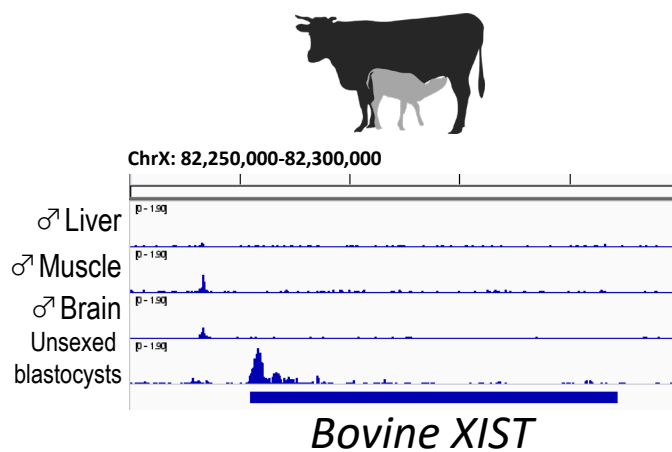**b**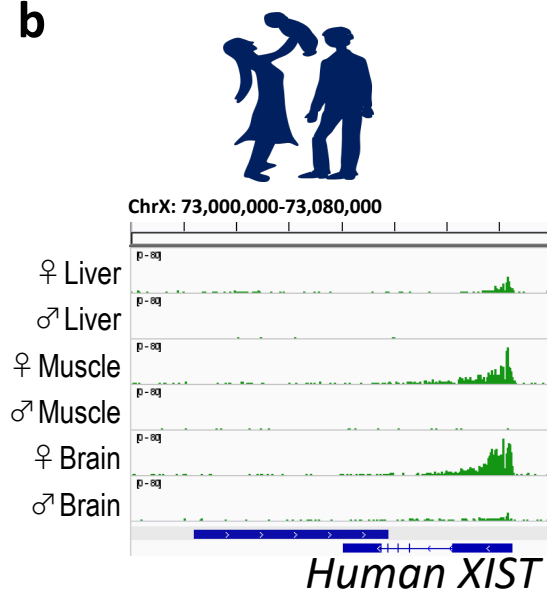

Fig. S5

How the deposited data were processed for this re-analysis (not part of the article)

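H3K4me3 was measured by ChIP-seq in 3 replicates of in vitro produced bovine blastocysts, collected on day 8 after IVF at 192 h, each a pool of approximately 11 unsexed embryos with its own input library. The authors sequenced 51-base single-end reads, aligned them to the bovine genome UMD 3.1.1 (bosTau8) without scaffolds using Bowtie, removed mapping duplicates with Picard and called peaks with MACS in each H3K4me3 library against the respective input. Versions and thresholds of these tools are not stated in the paper's text. The authors deposited 1 list per replicate with the chromosome, start, end and score of each peak, and the score is that of the peak caller, on a scale inferred from its values. A score of this kind moves with the depth of the libraries and is shared by many of the strongest peaks, so scores were turned into percentiles within each list and were never averaged across lists. The 3 input libraries were not analysed here on their own.

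From these lists, peak numbers, widths, covered bp and densities per chromosome were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. Overlaps were taken with bedtools 2.31.1 at a minimum of 1 bp, and the common peaks of replicates 1 and 3 with its default intersect setting, as the paper's methods state. The overlap of each of the 6 directed pairs of replicates was tested against 1000 random placements of one list on the same chromosomes with the same widths, one-sided, with Benjamini-Hochberg adjustment. Differences in median score percentile between sets of peaks were tested with 100000 permutations, two-sided, whose smallest p is 1e-05. Peaks within a list are not independent replicates of the embryos, so these tests speak of the libraries compared. Values over replicates are means ± SD with n = 3, and intervals on shares are 95% Wilson intervals, which cover counting error only. No chromosome lengths of the assembly were used here, so densities are relative to the end of the last peak on each chromosome.

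The paper's Table S1 gives 13000552 to 34344272 mapped reads in the H3K4me3 libraries, but the reads left after duplicate removal were not examined here. The reads behind each peak are not in the lists, so that no error can be given for a single peak. Regions without a peak in the shallowest library, replicate 2, can be read only as not detected at that depth. The overlap count and both tests were tested on simulated data. A list made to hold 80% of the 22404 peaks of replicate 1 gave an overlap of 80.0% of that replicate, and a list of unrelated random peaks was not distinguished from random placement (permutation p = 0.229 with 200 placements). The first result follows from how the list was made, and the unrelated peaks were placed at random as in the test. Both check the counting only, not how the test behaves for peaks that gather near genes. For the test of medians, 4000 simulated values with random labels gave p = 0.416, and adding 10 to the labelled values gave p = 0.001 (permutation test, 1000 permutations).

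The loci named in the text follow a rule set before the data were examined. The rule covers the loci the paper names, the 5 widest regions with a peak in all 3 replicates and the 5 such regions with the highest mean score percentile. Most alternatives were also set before the data were examined. Tests that were chosen only after the results had been seen are named in the additional observations. Of the loci the paper names, GAPDH and XIST were located from the axes and headings of the paper's figures, and the windows at their TSSs were read from the figures after the peaks had been listed. Other genes, the promoter share of peaks, genes with a peak at the TSS, meat production-related genes and imprinted genes were not analysed here, since they need gene models of UMD 3.1.1, which were not used here. The liver and muscle data, the RNA-seq data and the average profiles were also not analysed here. Alternatives covered the minimum overlap, a filter at the median score, equal peak numbers, merging of close peaks, the counting unit, the replicates used and the measure on chromosome X, and their effect is given with the additional observations.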

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

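Replicate 2 did not enter the blastocyst peaks of the paper, and 745 of its peaks (3.91%) overlapped no peak of replicates 1 and 3, a signal in data that the paper did not use for its peak set. These peaks had a median score of 62.4 and a median width of 792 bp, and 87.1% of them had a score under 100, although the highest reached 2725. Replicates 1 and 3 had more peaks of this kind, 2632 (11.7%) and 1677 (7.60%), which also had low scores, with medians of 70.4 and 65.0. Fewer mapped reads do not account for these 745 peaks, since replicates 1 and 3, in which they are missing, have more in the paper's Table S1. How many reads were left after duplicate removal was not examined here, so a lower usable depth stays open. Their scores lie mostly near the lowest score of the list, and whether they are false calls was not tested. No biological explanation was tested, since the replicates belong to a single condition.

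The paper does not report on the width of H3K4me3 regions. Of the 16851 merged regions with a peak in all 3 replicates, 24 (0.142%) were covered by peaks over at least 10 kb in each replicate, on 15 of the 30 chromosomes. In 23 of these 24 regions the score reached 3100 in all 3 replicates, and in 5 of them the region was called as a single peak in all 3. The widest lay on chromosome 17 from 62347713 to 62371381 (UMD 3.1.1) and was covered over 23513 bp in replicate 1, 21184 bp in replicate 2 and 22681 bp in replicate 3. The next lay on chromosome 18 from 61142144 to 61160036, on chromosome 9 from 96630488 to 96647028, on chromosome 2 from 131622349 to 131637455 and on chromosome 25 from 39422378 to 39437464. Which genes lie there was not analysed here. The width of a region depends on the peak caller's joining of neighbouring peaks, and the widest region was called as 1, 4 and 2 peaks in replicates 1, 2 and 3. Neither a technical nor a biological explanation was tested.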

How the results depend on the processing

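The overlap between replicates stayed above all random placements under each alternative, with means from 81.3% to 93.2%, and between 86.6% and 88.5% across the 3 fits that each left out 1 replicate. The difference in score percentile between peaks with and without a peak in replicate 2 also kept its direction, with values from 39.6 to 43.8 and p = 1e-05 (permutation test) under the score list of replicate 3, peak width in place of score and reciprocal overlap.

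Restricting the lists to peaks at or above their median score changed the shared peaks of replicates 1 and 3 from 20298 to 10666 and the mean peak number from 21180 to 10590, which follows from the filter itself. The other alternatives left both counts within 1.5 times the main value, from 18088 to 19263 shared peaks and 19399 peaks after merging, and the mean peak number lay between 20568 and 22232 across the 3 fits that each left out 1 replicate. Peaks per Mb on chromosome X relative to autosomes moved from 0.640 to 0.581 as covered bp and to 0.583 with the filter on score, staying below 1, and ranged from 0.621 to 0.652 with 1 replicate left out. The cause was not tested. The mean correlation of covered bp per 10-kb bin, 0.959, and its alternatives were chosen after seeing the data. It was 0.973 with 50-kb bins, 0.904 over bins with a peak in either replicate and 0.950 with the filter on score, and from 0.950 to 0.965 with 1 replicate left out. The empty bins account for the lower value of the bins with a peak, by construction, and the cause of the others was not tested. With the filter on score, also chosen after seeing the data, 3 replicates still had a peak at GAPDH, while the number at XIST fell from 3 to 2.

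No paired analysis was possible because the input libraries, which share the replicate numbers of the H3K4me3 libraries, entered only through the authors' peak calling, and none of the results compares the H3K4me3 and input groups. The promoter share of peaks, the genes and meat production-related genes with a peak at the TSS, the scores at and away from TSSs and the peaks per annotated gene on chromosome X were not run, since they need gene models of the assembly of the lists. The depth of replicate 2 limits what its missing peaks can show, and the shared value of the strongest scores limits any ranking among them.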

Other observations

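The comparisons of mapped reads between replicates, the comparison of peaks missing from each replicate, the test of splitting from replicate 2 to 3 at XIST, the test of the share of peaks on chromosome X against chance, and the comparisons of chromosomes among regions with scores under 3100, on which the reading of the female share at XIST rests, were chosen only after the results had been seen, and the other tests were fixed before the value that each of them measures. In the comparisons below, changes in score between replicates are changes in percentile within each list. Raw scores are given elsewhere to describe each list.

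Replicate 2 had the fewest peaks. Among the peaks of replicate 1 that overlapped replicate 3, 17082 had a peak in replicate 2 and 2181 (11.3%) had none. Those without a peak in replicate 2 had a median score percentile of 18.3 against 61.9 for the others, a difference of 43.5 (permutation test, p = 1e-05, two-sided, the smallest p it can give), and the difference was 43.8 by the scores of replicate 3. A lower score of the missing peaks is what had been set down beforehand for a lower depth of replicate 2. The difference nevertheless does not bear on depth, because it was as large for peaks missing from the other replicates. Peaks shared by replicates 1 and 2 but missing from replicate 3 lay 46.0 percentile points lower in replicate 1 than those present in all 3, and peaks shared by replicates 2 and 3 but missing from replicate 1 lay 44.2 points lower in replicate 2. What set replicate 2 apart was the number of missing peaks, 11.3% against 2.89% for replicate 3 and 1.58% for replicate 1 in these comparisons. In the paper's Table S1 this library has the fewest mapped reads, the lowest mapping rate and the lowest GC content of the 3 H3K4me3 libraries, and with a single such library these cannot be told apart as the reason. Replicate 3 has more mapped reads than replicate 1 and fewer peaks, so the number of peaks does not follow the number of reads across the 3 replicates.

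Peaks of replicate 3 were narrower than those of replicate 1. At the 17956 peaks matched one to one, the median difference in width was -274 bp and 80.1% were narrower in replicate 3, so the splitting of peaks, which would leave the matched peaks alike, is not the cause of the whole difference. Fewer mapped reads are argued against by the 1.32 times higher number in replicate 3 in the paper's Table S1. The reads left after duplicate removal were not examined here. The edges also did not move inward by a constant distance, since the median total distance was 211 bp in the narrowest of 3 equal groups of the matched peaks and 384 bp in the widest, a ratio of 1.82. Replicate 2 was likewise narrower than replicate 1, by a median of -342 bp at 16591 matched peaks. Against replicate 2, replicate 3 was wider by a median of 58 bp at 16399 matched peaks, of which 43.4% were narrower in replicate 3. At matched peaks, the replicate that stood apart was thus replicate 1, with the widest peaks. Fragment length, the reads left after duplicate removal, the depth of the inputs and the settings of the peak caller stay open as explanations. They were not tested, and no biological explanation was tested.

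At XIST, the highest score percentile was 64.7 in replicate 1, 67.4 in replicate 2 and 46.6 in replicate 3. Of the 16850 other regions with a peak in all 3 replicates, 393 (2.33%) fell as far from replicate 1 to 3 as XIST did and 40 (0.237%) as far from replicate 2 to 3. Among the 2227 regions within 5 percentile points of XIST in replicate 1, 9 (0.404%) fell as far from replicate 1 to 3. Fewer mapped reads are argued against, as the paper's Table S1 gives replicate 3 2.64 times the mapped reads of replicate 2. The reads left after duplicate removal were not examined here. Splitting of the peak stays open for the fall from replicate 1 to 3, because 53 of the 842 other regions that were split in replicate 3 and not in replicate 1 (6.29%) fell as far, just above the 5% set as the limit before the test. For the fall from replicate 2 to 3, splitting was not decided. XIST lay in 3 peaks in replicate 2 and in 2 in replicate 3, so it was not split further there, but where the peaks part was not analysed here. None (0%) of the 265 other regions split in both replicates, into no more peaks in replicate 3, fell as far, but only 0.629 would at the rate of all regions, so this count decides nothing. A lower share of female embryos in replicate 3 is a candidate explanation, as the embryos were not sexed. Such a lower share was assumed to lower the regions of chromosome X as a set against both other replicates. That assumption was not tested. The 619 other regions of chromosome X did fall against the 16231 autosomal regions, by a median of -3.01 percentile points from replicate 1 to 3 and of -5.56 from replicate 2 to 3 (permutation test over regions, p = 1e-05 for both, two-sided, the smallest p it can give), but these p-values compare single libraries and leave out the variation between chromosomes. With scores matched, the fall from replicate 1 to 3 was -1.50, lower than in any autosome but close to the lowest of them, -1.36, so these lists do not decide whether replicate 3 held fewer female embryos.

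The shift of chromosome X was set against that of the other chromosomes. With each of the 30 chromosomes compared with all others, chromosome X had the lowest median change from replicate 1 to 3, -3.01 against -1.63 for the lowest autosome, and from replicate 2 to 3, -5.56 against -1.52, and the highest from replicate 1 to 2, 3.76 against 2.11. Regions of chromosome X had lower scores, with a median mean percentile of 51.8 against 60.2 for autosomal regions, and ties at a score of 3100 hold the medians of many autosomes together. The comparison was therefore repeated for the 12532 regions with scores under 3100 in all 3 lists, 553 of them on chromosome X, after matching on deciles of mean percentile. From replicate 1 to 3, chromosome X then moved by -1.50, while the autosomes ranged from -1.36 to 2.27. Chromosome X still fell the furthest, but by a small margin and by less than the rise of the autosome at the other end, so that the lower scores of chromosome X and chance variation between chromosomes may together account for this shift. From replicate 2 to 3, it moved by -6.41 against a range of -1.28 to 1.498 among the autosomes, which argues against both explanations for the difference between replicates 2 and 3. From replicate 1 to 2, it moved by 5.67 against a range of -1.67 to 1.31, so that replicate 2 was the replicate in which chromosome X stood apart. A bias from the base composition of the reads could not be excluded, because no genome sequence was used. With peaks per Mb as an unchecked stand-in for GC content, Spearman's rho with the unmatched change across the 29 autosomes was -0.616 from replicate 1 to 3 (permutation p = 0.00053, adjusted p = 0.00159 over 3 comparisons), 0.0897 from replicate 2 to 3 (permutation p = 0.642, adjusted p = 0.642) and -0.378 from replicate 1 to 2 (permutation p = 0.0441, adjusted p = 0.0661). The first relation means that autosomes with few peaks per Mb tended to rise from replicate 1 to 3, whereas chromosome X, also with few, fell, and from replicate 2 to 3 there was no relation. From replicate 1 to 2, autosomes with few peaks per Mb tended to rise as chromosome X did, but this relation fails the correction. All 3 relations use the unmatched change, which the ties at a score of 3100 affect. Failing the correction thus does not argue against base composition, which stays open. A lower share of female embryos in replicate 3 stays undecided, as at XIST, and a difference between the IVF procedures stays open as untested.

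Replicate 2 had a larger share of its peaks on chromosome X, 3.89% against 3.52% in replicates 1 and 3 together. By Fisher's exact test on the shares alone, chromosome X had p = 0.022 and an adjusted p of 0.659 over the 30 chromosomes, so that the share by itself fails the correction. Fisher's test here takes peaks of the same region in different replicates as independent, which they are not, so its p-values only describe the lists. Among the peaks of replicate 1 shared with replicate 3, 92.3% of the 679 on chromosome X and 88.5% of the 18584 on autosomes had a peak in replicate 2. Within deciles of the score of replicate 1 the odds ratio was 2.01 (Mantel-Haenszel, 95% interval 1.44 to 2.82), so a loss of weak autosomal peaks at lower depth is not sufficient as the cause. The adjusted p of that comparison over the 30 chromosomes was 0.000864 (Mantel-Haenszel test), which argues against chance among peaks taken as independent. The test leaves out the variation between chromosomes. Among the autosomes, the odds ratio ranged from 0.577 on chromosome 26 and 0.618 on chromosome 9 to 1.40 on chromosome 3. Chromosome X thus had the highest odds ratio, but some autosomes lay well below 1, so variation between chromosomes stays open. The GC content of the reads of replicate 2, the lowest of the 3 H3K4me3 libraries in the paper's Table S1, and a higher share of female embryos in replicate 2 are both possible explanations that these lists leave open. Only 19.5% of the reads of the H3K4me3 library of replicate 2 were mapped, so this GC content may not describe the reads behind its peaks.

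The 5 regions with the highest mean score percentile over the 3 replicates lay on chromosome 6 from 26149955 to 26154274, on chromosome 8 from 102987250 to 102990322, on chromosome 12 from 32317418 to 32322472, on chromosome 23 from 15801206 to 15804800 and on chromosome 5 from 34695847 to 34703930 (UMD 3.1.1). Their mean percentiles lay between 95.7 and 96.8. Since many peaks share a score of 3100, this order rests on the few peaks above that value. Whether those are stronger than the peaks at 3100 is not known, so these 5 regions cannot be called the strongest. The genes there were not analysed here.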
